A study of Mus musculus with 8 samples.

How the data were processed

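Polyadenylated RNA was measured by single-read sequencing in muscle stem cells that had been sorted by flow cytometry from the hindlimb muscles of reporter mice, per the labels. In these mice a ZsGreen reporter marks cells that express Pax7, the transcription factor that defines muscle stem cells, and an E2Crimson reporter follows Myf5, a transcription factor of the muscle lineage. The labels define Myf5High and Myf5Low cells as Pax7-positive cells from the opposite ends of the E2Crimson range. There were 4 groups, female and male Myf5High and female and male Myf5Low, with 2 libraries per group and 4 mice in the pool behind each library, per the labels.

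The authors deposited whole-number read counts per Ensembl mouse gene, with no normalisation. The tallies of unassigned reads at the end of the deposited count table carry the row names that the HTSeq counter writes. The aligner, the genome build, the annotation release and the strand setting were not stated in the labels or in the file header. Because no strand setting was stated, genes that overlap on opposite strands could share reads, and counts of such genes are uncertain. The deposited table listed 27554 genes, of which 27441 matched a gene of GENCODE mouse release M21 by identifier. Symbols, gene types, transcript lengths and GC contents were taken from that release. Coordinates given for genes are those of that release on GRCm38 and are not the authors' own, since their build was not stated.

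Groups were assigned from the sample titles. The pools were taken from the pool labels, in which the Myf5High and Myf5Low libraries of one sex and one replicate number carry the same pool number, so these libraries were taken as pairs from the same mice. The labels do not state this outright. Female and male libraries of one replicate number come from different mice.

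Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups at a minimum count of 10 and a minimum total count of 15, which left 11730 genes. Library sizes were scaled by the TMM method. One mean per group was fitted to all 8 libraries with glmQLFit, and contrasts were tested with glmQLFTest, a two-sided quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p-value under 0.05 are described as called. Standard errors of log2 fold changes were computed from the log2 fold change and its F statistic. Levels of single genes are normalised CPM, that is, counts scaled to a common library size after TMM. For Myf5High against Myf5Low, a fit with the pool as a block gave the paired results. Marker gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01. Lists with fewer than 5 tested genes were left out.

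The grouping, the tests, the marker gene lists, the other settings to be tried and the rule for naming genes were fixed before the data were examined. Under that rule, Myf5, Pax7 and the genes of the marker lists could be named. For Myf5High against Myf5Low, the 6 genes with the largest log2 fold change in each direction were named among called genes with a mean of at least 5 CPM and the same direction in all 4 pools. For female against male, the 5 largest in each direction were named among called genes with a mean of at least 5 CPM whose libraries did not overlap between the sexes. For the interaction of sex and Myf5 group, up to 3 genes per direction would have been named, and 0 were called.

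Gene totals ranged from 3140361 to 4238427 counts per library. At that depth the smallest detectable level, taken as 3 counts, was 0.672 to 0.986 CPM. Confidence intervals of shares are 95% Wilson intervals. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. The common biological coefficient of variation was 0.36.

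The tests were tested on simulated data drawn from the real means and library sizes for 11730 genes, of which 200 were changed by a log2 fold change of 2. The edgeR fit recovered 182 of them with 13 false calls, the fit with the pool block recovered 183 with 13 false calls, and DESeq2 1.42.0 recovered 180 with 25 false calls. With no gene changed, edgeR made 0 calls. The 200 changed genes were drawn only from genes above a minimum mean count, so the recovery does not cover genes at lower counts. No pool effect was simulated, so the run with the block does not show how the block behaves on paired libraries.

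The other settings fixed beforehand were RLE scaling, no filter on low counts, a stricter filter at a mean of 50 counts, DESeq2, glmTreat against a fold change of 1.5, an additive model of sex and Myf5 group, fits of only the libraries compared, the pool as a replicate block, the summed counts of each pool for the comparison of the sexes, camera with an estimated inter-gene correlation, the rotation test fry, and leaving out each library in turn. A correction for GC content and transcript length, by a loess offset of span 0.3 per library, was added as a setting chosen after seeing the data. It was run without a block, and in the same fit as the pool block. No column of the table was left out.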

Results

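Gene expression was profiled in muscle stem cells sorted into Myf5High and Myf5Low fractions from female and male mice. The series had 8 libraries in 4 groups of 2, each from a pool of 4 mice. Counts assigned to genes were 3140361 and 3806754 in the female Myf5High libraries, 3867444 and 3825804 in female Myf5Low, 4238427 and 3477656 in male Myf5High, and 4197750 and 4124035 in male Myf5Low. Each library was counted as 1 replicate because each replicate of a group came from its own pool, per the labels. Replicates differed by more than sampling noise in every group, with a chi-square per degree of freedom between 8.52 and 26.5. The Pearson correlation of log2 CPM across genes between replicates was lowest in male Myf5High, at 0.88, and highest in female Myf5High, at 0.929.

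A single annotated transcript, Gm42418, took 23.6% of all gene counts. Its share was lowest in female Myf5High replicate 2, at 20.1% (95% Wilson interval 20.02 to 20.11), and highest in male Myf5High replicate 2, at 28.8% (95% Wilson interval 28.74 to 28.83). Gm42418 lies on chromosome 17 from 39846958 to 39848788, where the RefSeq annotation of GRCm38 also places the ribosomal RNA pseudogene Rn18s-rs5. The share did not differ detectably between the fractions or the sexes in tests that treated the 8 libraries as independent. Within pools it was lower in Myf5High in both female pools (21.6% against 26.2%, and 20.1% against 21.7%). It was higher in Myf5High in both male pools (24.8% against 20.7%, and 28.8% against 25.5%). The Myf5High mean was 23.8% ± 3.85 (SD, n = 4) and the Myf5Low mean 23.5% ± 2.72 (SD, n = 4), with a two-sided exact permutation p of 0.943 (0.943 after Benjamini-Hochberg adjustment over 6 such comparisons). The female mean was 22.4% ± 2.62 (SD, n = 4) and the male mean 24.9% ± 3.34 (SD, n = 4), with an exact permutation p of 0.343 (0.686 adjusted). Mitochondrial genes took 0.694% to 2.82% of gene counts. No difference in their share was detected between the fractions (exact permutation p 0.6, adjusted 0.9) or between the sexes (exact permutation p 0.8, adjusted 0.943). The smallest possible p of this test is 0.0286, so a lone difference in either share could not pass after adjustment over 6 comparisons.

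In a principal component analysis of log2 CPM, the first component held 22.9% of the variance and separated the sexes. Female libraries lay between -52.5 and -16.0 on it and male libraries between 17.3 and 62.9. The second component, with 19.3% of the variance, separated the fractions, with Myf5High libraries between 3.26 and 45.1 and Myf5Low libraries between -34.1 and -18.5.

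The labels of the sort were first compared with the transcript of the sorted gene. Myf5 (ENSMUSG00000000435, chromosome 10, 107482908 to 107486134, GRCm38) had 122 ± 8.87 CPM in female Myf5High and 37.4 ± 17.6 CPM in female Myf5Low (SD, n = 2 each). In males it had 56.6 ± 24.2 CPM in Myf5High and 35.3 ± 9.35 CPM in Myf5Low (SD, n = 2 each). Myf5 was higher in Myf5High in 4 of 4 pools, with a log2 fold change of 1.19 (SE 0.265; adjusted p 0.0284 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 11730 genes). With the pool as a block the log2 fold change was 1.21 (edgeR adjusted p 0.0174). The male libraries overlapped across pools, since male Myf5High replicate 2 had 39.5 CPM and male Myf5Low replicate 1 had 41.9 CPM. Within each male pool Myf5High was higher, at 73.7 against 41.9 CPM and at 39.5 against 28.7 CPM. The male log2 fold change was 0.69 (edgeR adjusted p 0.808, and 0.934 with the pool block) and the female one was 1.70 (edgeR adjusted p 0.0649, and 0.0409 with the pool block). Their difference, a log2 interaction of 1.02, did not pass the threshold (edgeR adjusted p 1.0). Myf5 did not pass the threshold when tested against a minimum fold change of 1.5 (edgeR glmTreat adjusted p 0.334), nor in 5 of the 8 fits that left out 1 library.

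Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528), by which both fractions were selected, had 1300 ± 224 CPM in Myf5High and 1274 ± 77.5 CPM in Myf5Low (SD, n = 4 each). Its log2 fold change was 0.02 (SE 0.17; edgeR adjusted p 0.993), and no difference was detectable.

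**Figure D1:**
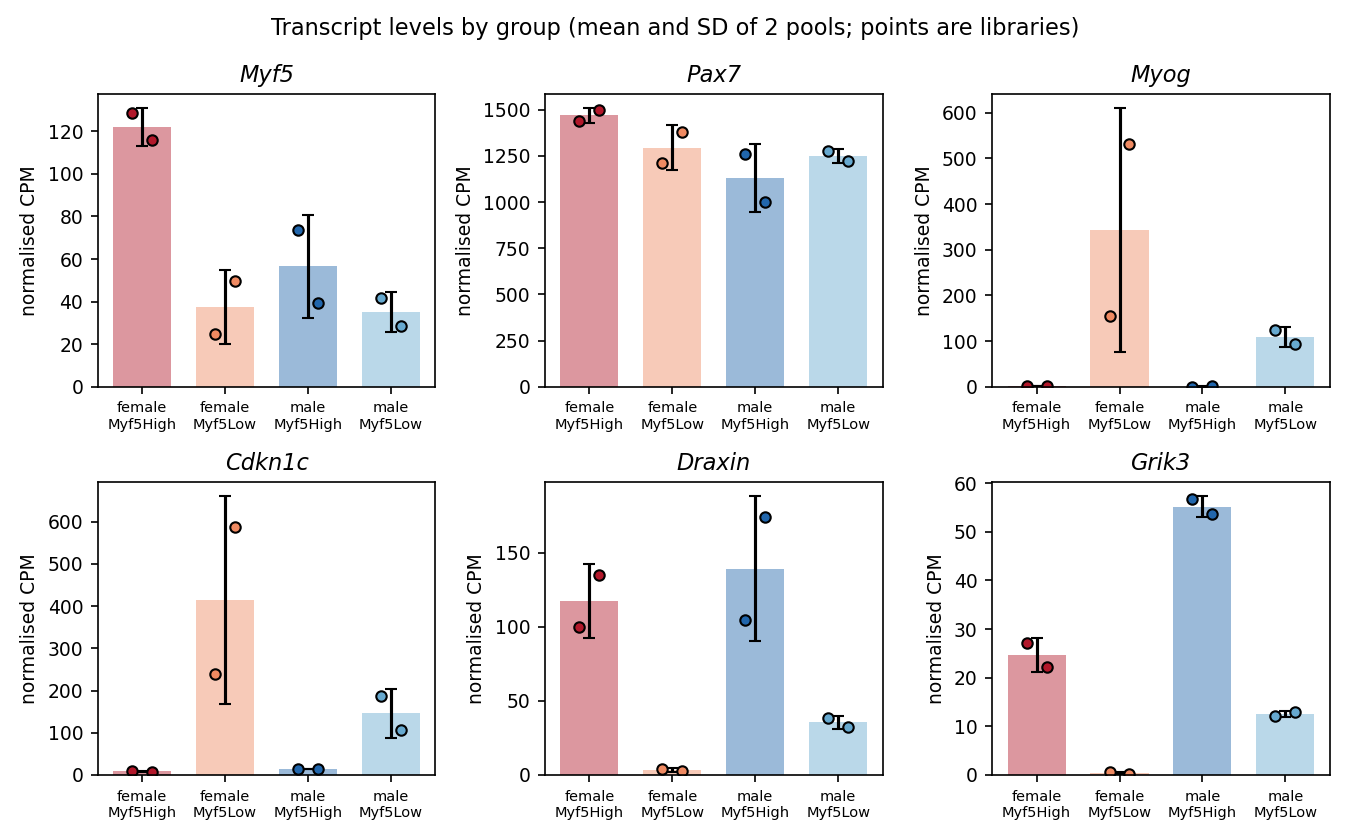
Normalised CPM (vertical axis, linear, from 0) of Myf5, Pax7, Myog, Cdkn1c, Draxin and Grik3 in the 4 groups (horizontal axis); bars are means, error bars SD of 2 libraries, and points are libraries. Pax7 lies between 1001 and 1498 CPM in every library, while Myog is at most 1.27 CPM in the Myf5High libraries and at least 93.7 CPM in the Myf5Low libraries.

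The comparison of Myf5High with Myf5Low over both sexes asked which genes differ between cells from the ends of the Myf5 reporter range. Of 11730 genes tested, 141 were called (edgeR adjusted p under 0.05), 90 higher and 51 lower in Myf5High. With the pool as a block, 136 genes were called, 84 higher and 52 lower, of which 125 were shared with the fit without the block. The deviations of Myf5High and Myf5Low libraries of one pool from their group means had a correlation across genes of 0.0275 in females and -0.0003 in males. All 141 called genes changed in the same direction in all 4 pools. In 111 of them the Myf5High and Myf5Low libraries did not overlap. Chance would give this in 2.86% of unselected genes, but these genes were selected for a difference, so both counts describe them and neither is a further test. In relative terms, testing against a minimum fold change of 1.5 moved the count most, to 44 genes, and in absolute terms leaving out the filter on low counts did, to 291 genes. Of the called genes, 138 were protein-coding.

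**Figure D2:**
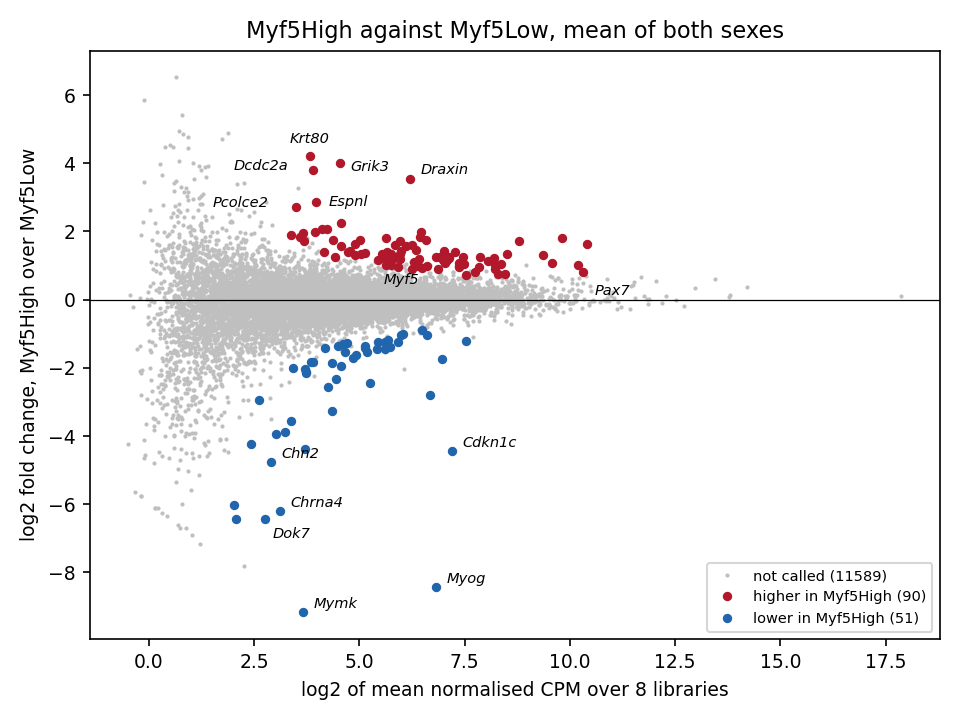
Log2 fold change of Myf5High over Myf5Low, as the mean of both sexes (vertical axis), against the log2 of mean normalised CPM over 8 libraries (horizontal axis), for 11730 genes. The 90 genes called higher and the 51 called lower are coloured, and Myog and Mymk lie lowest; the position of Mymk rests on 0 counts in every Myf5High library.

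The largest differences were falls. Myog (myogenin, ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) had 0.644 ± 0.52 CPM in Myf5High and 227 ± 206 CPM in Myf5Low (SD, n = 4 each), a log2 fold change of -8.42 (SE 0.503; edgeR adjusted p 2.24e-08). In male Myf5High every library was at or under 3 counts, so the male fall was at least 128-fold. Mymk (myomaker, ENSMUSG00000009214, chromosome 2, 27061636 to 27072179) had 0 counts in every Myf5High library and 25.4 ± 28.8 CPM in Myf5Low (SD, n = 4), and was at least 29.5-fold lower in Myf5High (edgeR adjusted p 0.000108). Cdkn1c (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050), which encodes a cyclin-dependent kinase inhibitor and is on the list of quiescence genes, had 11.8 ± 3.71 CPM in Myf5High and 280 ± 213 CPM in Myf5Low (SD, n = 4 each), a log2 fold change of -4.43 (SE 0.301; edgeR adjusted p 9.68e-08). The remaining 3 of the 6 largest falls were those of Dok7, Chrna4 and Chn2, with log2 fold changes of -6.44 (SE 0.974), -6.19 (SE 0.91) and -4.76 (SE 0.884). Their edgeR adjusted p-values were 0.00144, 0.00117 and 0.00779. Dok7 in males, and Chrna4 and Chn2 in females, were at or under 3 counts in every Myf5High library. The sizes of these 3 falls therefore rest on a floor, and in those sexes they were at least 10.3-fold, 21.6-fold and 20.9-fold. Chn2 did not pass the threshold without female Myf5Low replicate 2 (log2 fold change -4.19, edgeR adjusted p 0.0962).

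Among the 6 largest rises, Draxin (ENSMUSG00000029005, chromosome 4, 148098437 to 148130698) was the most abundant. It had 128 ± 34.2 CPM in Myf5High and 19.4 ± 18.8 CPM in Myf5Low (SD, n = 4 each), a log2 fold change of 3.55 (SE 0.264; edgeR adjusted p 2.97e-07). Grik3 (ENSMUSG00000001985, chromosome 4, 125490700 to 125714173), a glutamate receptor gene, had 39.9 ± 17.8 CPM in Myf5High and 6.45 ± 7.0 CPM in Myf5Low (SD, n = 4 each), a log2 fold change of 4.02 (SE 0.365; edgeR adjusted p 4.55e-06). Krt80 rose by a log2 fold change of 4.21 (SE 0.578; edgeR adjusted p 0.000489), Dcdc2a by 3.80 (SE 0.408; edgeR adjusted p 4.97e-05) and Espnl by 2.86 (SE 0.463; edgeR adjusted p 0.00244). Pcolce2 rose by 2.73 (SE 0.492; edgeR adjusted p 0.00609), and did not pass the threshold in the additive model of sex and Myf5 group (edgeR adjusted p 0.0941). With the pool block all 12 of these genes were called, with the highest edgeR adjusted p at 0.0092, for Chn2 (log2 fold change -4.87).

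Genes of 11 marker lists, fixed before the data were examined, were examined next. Of 157 distinct listed genes, 143 were tested. Over the listed genes alone 28 had an adjusted p under 0.05, and over all genes tested 13 did (edgeR, Benjamini-Hochberg). Besides Myog, Mymk and Cdkn1c, those lower in Myf5High over all genes included Acta2 (log2 fold change -1.73, SE 0.232, edgeR adjusted p 0.000389), a gene of mural cells, and C1qa (log2 fold change -2.13, SE 0.394, edgeR adjusted p 0.00771), a gene of immune cells. The list of quiescence genes moved in both directions, with Cdkn1c lower and 2 genes called higher. These were Calcr (0.89, SE 0.207, edgeR adjusted p 0.0389) and Chrdl2 (1.33, SE 0.236, edgeR adjusted p 0.00554). The Notch targets Col5a1 (1.09, SE 0.195, edgeR adjusted p 0.0059) and Col5a3 (1.14, SE 0.173, edgeR adjusted p 0.00128) were also higher. Each of these changed in the same direction in 4 of 4 pools. With the pool block Calcr did not pass the threshold (log2 fold change 0.88, edgeR adjusted p 0.0711), while 3 listed genes passed it only there. These were Ier3 (1.01, edgeR adjusted p 0.00879), Tek (1.02, edgeR adjusted p 0.0288) and Myod1 (-1.01, edgeR adjusted p 0.0486). Ier3 is on the list of immediate early genes, Tek on the endothelial list and Myod1 on the myogenic commitment list. In the fit without the block, Tek alone of the endothelial list was higher in Myf5High and 13 genes of that list were lower.

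Tested as lists with camera at a preset inter-gene correlation of 0.01, 8 of the 11 were called, 2 higher in Myf5High (the immediate early genes of tissue dissociation and the Notch targets) and 6 lower (cell cycle, endothelial, glial, immune, mural and myogenic commitment genes). With the pool as a block 8 lists were called. These list results rested on the preset correlation. With the correlation estimated from the data, which lay between 0.0077 and 0.463, camera called 0 lists (2 at an unadjusted p under 0.05), and the lowest adjusted p was 0.165. The rotation test fry also called 0 (3 at an unadjusted p under 0.05), with a lowest adjusted p of 0.15. The myogenic commitment list had the lowest camera p at the preset correlation (adjusted p 4.03e-12), with a median log2 fold change of -1.08 over 14 genes and a lower median in 3 of 4 pools. Taken singly, 2 of its 14 genes were called lower in Myf5High and 1 was called higher. The cell cycle, endothelial, glial and immediate early lists had 0 genes called singly.

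The sexes were then compared for their difference between the fractions. In females 39 genes were called between Myf5High and Myf5Low (23 higher, 16 lower), and in males 20 (14 higher, 6 lower). With the pool block these counts were 33 and 26, of which 29 and 20 were shared with the fits without it. The female count moved most without a filter on low counts, to 167 genes, and the male count moved most in relative terms in a fit of only the 4 male libraries, to 2 genes. Both sexes called 12 genes. Of the 27 genes called only in females, 26 had the same sign in males, and of the 8 called only in males, 8 had the same sign in females. The test of the difference itself, the interaction of sex and Myf5 group, called 0 genes (533 at an unadjusted p under 0.05, where 586 would be expected by chance), and with the pool block it called 0 (425 at an unadjusted p under 0.05). DESeq2 called 2 genes for the interaction and the fit without a filter on low counts called 14, so whether single genes differ between the sexes in the effect of the fraction depended on the setting. Across the 11730 genes, which are not independent replicates, the female and male log2 fold changes had a Pearson correlation of 0.217 and a Spearman correlation of 0.147.

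**Figure D3:**
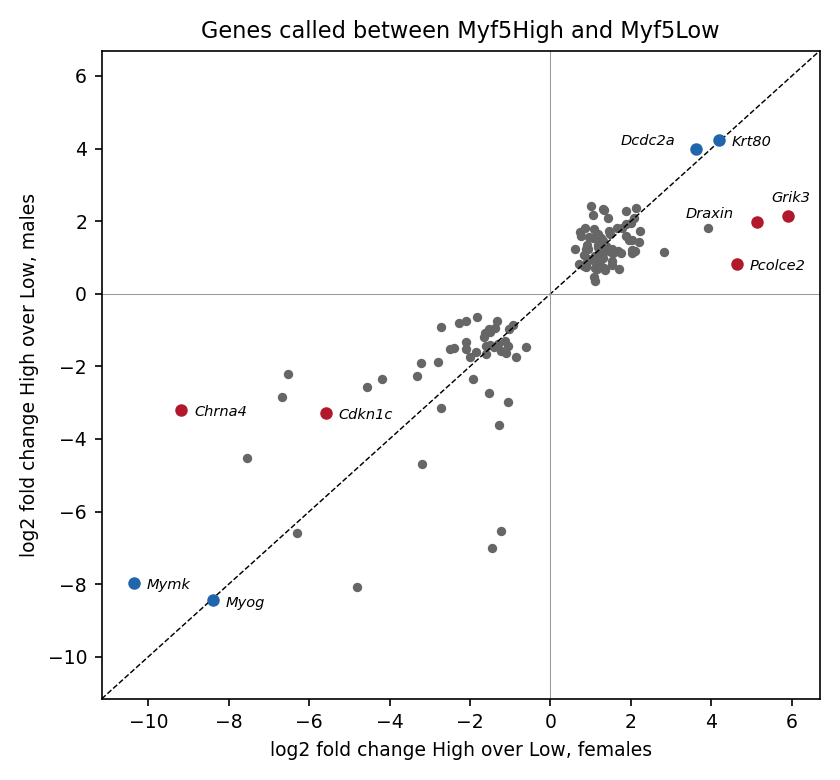
Log2 fold change of Myf5High over Myf5Low in males (vertical axis) against females (horizontal axis) for the 141 genes called over both sexes; the dashed line marks equal change. All 141 points have the same sign in both sexes, and red points mark the named genes Draxin, Grik3, Pcolce2, Cdkn1c and Chrna4, whose interaction had an adjusted p under 0.05 over the 12 named genes alone. Blue points are Krt80, Dcdc2a, Myog and Mymk, and all further genes are grey.

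Female and male cells were compared over both fractions, which rests on 2 independent pools per sex because the fractions of a pool were taken to share their mice. In this comparison 194 genes were called (edgeR adjusted p under 0.05), 86 higher and 108 lower in females. In relative terms this count moved most in the test against a minimum fold change of 1.5, to 44 genes, and in absolute terms without male Myf5High replicate 1, to 558 genes. In 141 of the called genes the female and male libraries did not overlap, which likewise describes genes selected for a difference (2.86% of unselected genes would be separated by chance). Of the called genes, 4 were on the X chromosome, 4 on the Y chromosome and 186 on autosomes. Within Myf5High 60 genes were called between the sexes and within Myf5Low 24, with 15 in both. Between the 194 genes and the 141 called between the fractions, 24 were shared.

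Sex-linked transcripts matched the labelled sex in all 8 libraries. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had 1690 ± 441 CPM in females and 3.36 ± 2.94 CPM in males (SD, n = 4 each), a log2 fold change of 9.25 (SE 0.305; edgeR adjusted p 6.94e-13). The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y were at or under 3 counts in every female library, and were at least 174-fold, 37.4-fold, 36.7-fold and 15.3-fold lower in females. On autosomes, the largest rises in females were those of Greb1 (ENSMUSG00000036523, chromosome 12, 16670615 to 16800886) and Ksr2 (ENSMUSG00000061578, chromosome 5, 117414000 to 117775003). Greb1 had 44.2 ± 20.4 CPM in females and 0.527 ± 0.753 CPM in males (SD, n = 4 each), a log2 fold change of 6.93 (SE 0.597; edgeR adjusted p 1.62e-06). Ksr2 had 34.7 ± 14.1 CPM in females and 0.56 ± 0.914 CPM in males (SD, n = 4 each), a log2 fold change of 6.37 (SE 0.648; edgeR adjusted p 1.38e-05). Kng2 and Kif21b were also higher in females, with log2 fold changes of 5.82 (SE 0.872; edgeR adjusted p 0.00144) and 3.56 (SE 0.572; edgeR adjusted p 0.00223). Chp2 was lower in females, with a log2 fold change of -5.20 (SE 0.956; edgeR adjusted p 0.00869). It did not pass the threshold without male Myf5Low replicate 2 (log2 fold change -4.63). Kng2 had 0 counts in both male Myf5High libraries and Chp2 had 0 counts in both female Myf5High libraries. The sizes of their log2 fold changes therefore rest on a floor. With the counts of each pool summed they were 4.14 for Kng2 and -3.23 for Chp2.

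**Figure D4:**
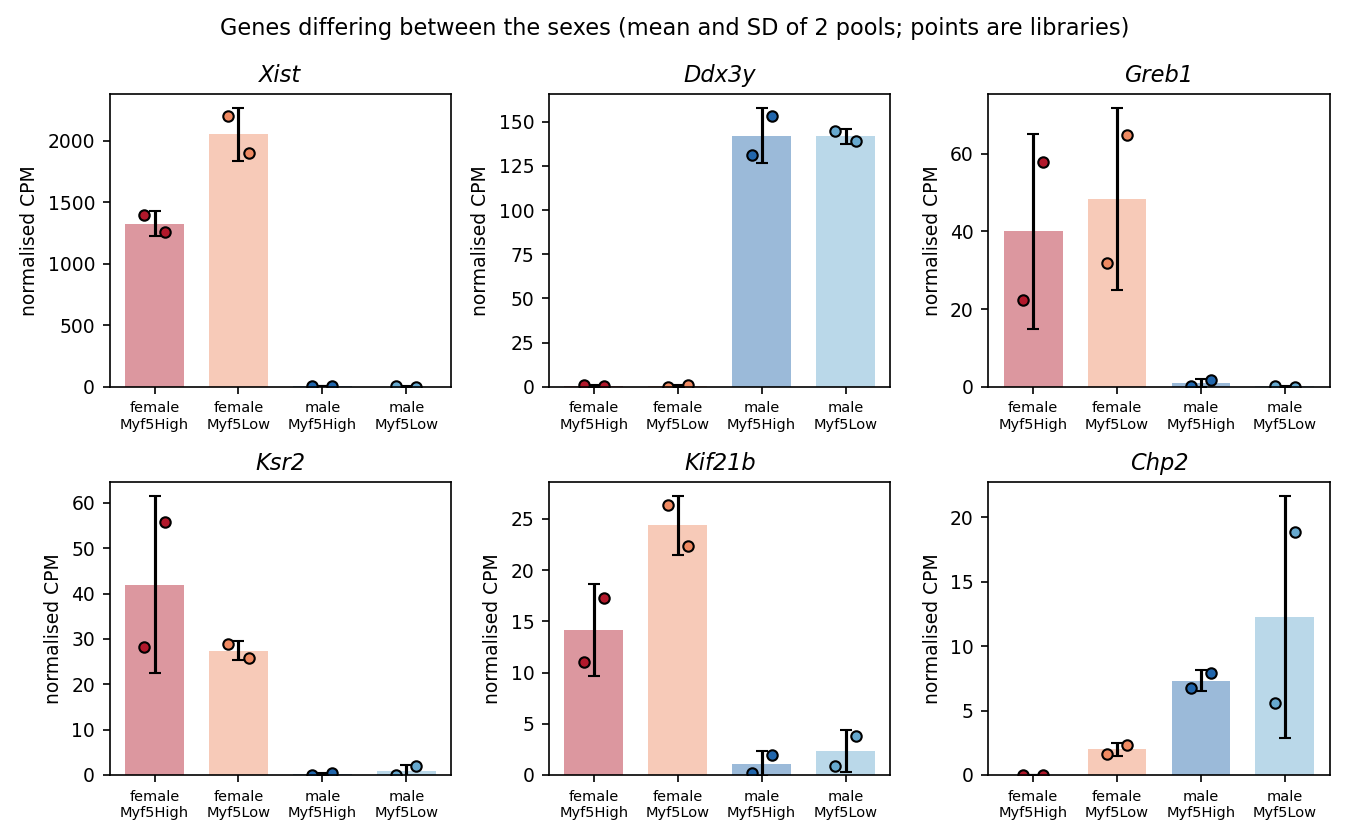
Normalised CPM (vertical axis, linear, from 0) of Xist, Ddx3y, Greb1, Ksr2, Kif21b and Chp2 in the 4 groups (horizontal axis); bars are means, error bars SD of 2 libraries, and points are libraries. Greb1 lies between 22.3 and 64.9 CPM in the female libraries and at or under 1.64 CPM in the male libraries.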

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

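The test of Myf5High and Myf5Low pool medians for the myogenic commitment list and the test of unassigned reads between the sexes were chosen after the result was seen. The other tests in this part were chosen before their results were seen.

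Of the 12 genes named between Myf5High and Myf5Low, 5 had a difference between the fractions that itself differed between the sexes, by the interaction term of the edgeR quasi-likelihood fit with Benjamini-Hochberg adjustment over those 12 genes. The interaction, as the female minus the male log2 fold change, was 3.76 for Grik3 (adjusted p 0.000581 by edgeR), 3.16 for Draxin (9.29e-05), 3.83 for Pcolce2 (0.00295), -5.97 for Chrna4 (0.0278) and -2.30 for Cdkn1c (0.00272). Over all 11730 genes none of the 5 passed, with edgeR adjusted p-values of 0.568, 0.0908, 0.917, 1.0 and 0.917, and 0 genes were called in all (533 at an unadjusted p under 0.05). Each of the 5 changed in the same direction in all 4 pools, which the naming rule required, and in each the change was larger in females. For Draxin the log2 fold change was 5.13 in females and 1.97 in males. The Myf5Low level was 3.35 ± 1.08 CPM in females and 35.5 ± 4.6 CPM in males (SD, n = 2 each), while the Myf5High levels of 117 ± 24.98 and 139 ± 48.9 CPM (SD, n = 2 each) overlapped.

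Several technical explanations were tested for these genes. A single deviant library could make the pool differences of the sexes overlap. They overlapped for Chrna4 and not in the remaining 4 of 5 genes, but genes chosen by their interaction would tend to show this, so for the 5 genes as a set the pattern cannot be told apart from a deviant library. For Draxin and Grik3 the single libraries say more. In Draxin both female Myf5Low libraries, at 4.12 and 2.59 CPM, lay far below both male ones, at 38.8 and 32.3 CPM. In Grik3 they were at 0.549 and 0.235 CPM against 12.1 and 12.9 CPM. No 1 library makes either difference. Counts at the floor were a limit for 2 of 5 genes. Grik3 was at or under 3 counts in female Myf5Low and at least 32.2-fold higher in female Myf5High, and Chrna4 was at 0 counts in female Myf5High and at least 21.6-fold lower there, so the sizes of their interaction values rest on a floor. For Grik3 the bound of 32.2-fold in females already lies far above the male log2 fold change of 2.14, so the floor does not create that difference. With the Gm42418 share as a covariate, 5 of 5 genes kept an adjusted p under 0.05 over the named genes. With a GC and length offset in the fit with the pool block, chosen after seeing the data, 5 of 5 did, and the block alone gave adjusted p-values of 0.00108, 0.00019, 0.0025, 0.0426 and 0.0021 in the same order. A sex difference in the contrast of the fractions remains a hypothesis for Draxin, Grik3, Pcolce2 and Cdkn1c, with 2 pools per sex. It might also reflect sorts that differed in composition between the sexes, and sort gates were not examined here. Myf5 itself had similar means in female and male Myf5Low (37.4 and 35.3 CPM) and lay apart in Myf5High (122 and 56.6 CPM). Of the 12 named genes, however, those lower in Myf5High had higher means in female than in male Myf5Low. Examples are Myog (344 against 109 CPM), Mymk (42.7 against 8.09 CPM) and Cdkn1c (414 against 146 CPM). These examples did not pass over all genes (edgeR adjusted p 0.205, 0.308 and 0.151). The named genes higher in Myf5High had lower means in female Myf5Low, except Dcdc2a (2.37 against 1.63 CPM). Sorts that differed in composition could give this pattern, so that explanation stays open.

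The myogenic commitment list differed between the sexes in its change between the fractions, with an adjusted camera p of 0.000357 for the interaction at the preset inter-gene correlation. The median log2 fold change of its 14 genes was -2.26 in females and 0.08 in males. Without the 3 members with the largest interaction, Actc1, Tnnt2 and Myh3, the adjusted p was 0.11, though leaving out members chosen by their interaction would weaken the list in any case. With an estimated correlation it was 0.84, and with fry it was 0.963. The pool medians of the sexes overlapped, with the lower male median under the higher female median by a gap of -0.71 on the log2 scale, because male pool 1 had a median of 0.97 and male pool 2 a median of -2.09. The difference may therefore come from 1 male pool, and whether it also rests on a few strongly changed genes cannot be told from these tests.

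Reads that fell outside annotated genes were used in no comparison of genes. They made up 43.1% ± 1.14 (SD, n = 8) of the reads in the table, far above the share that 3 counts would give. The share was 42.4% ± 0.441 in females and 43.9% ± 1.21 in males (SD, n = 4 each), and the difference did not pass the threshold (two-sided exact permutation p 0.0571, 0.343 after Benjamini-Hochberg adjustment over 6 comparisons; the smallest possible p is 0.0286). Its source, such as reads from introns, from unannotated ends of transcripts or from the other strand, was not tested, and no biological explanation was tested.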

How the results depend on the processing

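All settings here were fixed beforehand except the GC and length offset, which was chosen after seeing the data. Except where stated, the cause of a change was not tested.

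The counts of called genes stayed within 1.5 times the reported ones under RLE scaling, under the strict filter, under the additive model where it applied, and with the pool as a replicate block. The block called 136 genes between the fractions, 33 in females and 26 in males. Summing the counts of each pool gave 195 genes between the sexes. For the sexes, a block of the replicate number, which joins different mice, called 135 genes over both fractions, 60 becoming 45 in Myf5High and 24 becoming 20 in Myf5Low. Same-numbered female and male libraries had correlations of deviations of 0.0071 in Myf5High and 0.0531 in Myf5Low. With the GC and length offset 145 genes were called between the fractions, and with the block and the offset together 145, with 35 in females, 25 in males and 0 for the interaction. RLE scaling moved the median log2 fold change from -0.018 to -0.020 between the fractions and from -0.015 to -0.025 between the sexes.

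DESeq2 called 234 genes between the fractions, 111 in females, 80 in males, 2 for the interaction, 371 between the sexes, 197 between the sexes in Myf5High and 64 in Myf5Low. Without a filter on low counts the numbers, in the same order, were 291, 167, 111, 14, 477, 263 and 120, and 0 of the genes called in any of these comparisons were among those the filter removes. All 150 genes added between the fractions had been tested with the filter, and the prior degrees of freedom of the spread rose from 14.1 to infinite without it, so these calls came with a changed estimate of the spread and were not genes the filter removes. Against a minimum fold change of 1.5, glmTreat called 44 genes between the fractions, 19 in females, 7 in males and 44 between the sexes. Fits of only the 4 libraries compared called 77 genes in females, 2 in males and 27 between the sexes in Myf5High.

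Leaving out 1 library at a time gave from 82 to 243 genes between the fractions, from 43 to 117 in females and from 23 to 25 in males. It gave from 82 to 558 between the sexes, from 51 to 93 between the sexes in Myf5High and from 24 to 55 in Myf5Low. The female and male comparisons and those within a fraction were refitted only where both arms kept 2 libraries. For the interaction, every such fit leaves an arm with 1 library and none was run. The Myf5 log2 fold change lay from 0.93 to 1.48 across the 8 fits, and was 1.19 in glmTreat, where it no longer passed.

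The number of marker lists called rested on the test and on its inter-gene correlation. Under all other settings, and in the fits without a library, it lay between 6 and 10. Camera with an estimated inter-gene correlation called 0 lists (2 at an unadjusted p under 0.05) and fry called 0 (3 at an unadjusted p under 0.05), against 8 reported. The direction of lists changed only when a library was left out, for the fibro-adipogenic list (adjusted camera p 0.404 there, and from 0.0156 to 0.88 across the 8 such fits) and for the myofibre list (0.219, 0.399, 0.694 and 0.622 in the fits that changed it, and from 0.00739 to 0.694 across the 8). Neither list was called with all libraries. Of the lists taken singly, 16 results became weaker and 1 stronger under other settings, and in the fits without a library 5 became weaker, 4 became stronger and 5 changed direction. Among the named genes, 178 of the results outside the fits without a library were unchanged in direction and call and 1 became weaker, that of Pcolce2 in the additive model. In the fits without a library 174 were unchanged and 2 became weaker, those of Chn2 and Chp2.

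With 2 libraries per group, small changes within 1 sex were limited by the spread between replicates. Genes at or under 3 counts in a group give lower bounds of a fold.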

Other observations

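In this part, the tests of Y-linked expression, of neighbouring genes at other loci and of a mislabelled male library were chosen after the result was seen. The others were chosen before their results were seen. Adora1, Ppfia4, H19, and Actc1, Myh3, Ttn and Tnnt2 were singled out after their values were seen.

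The 141 genes called between Myf5High and Myf5Low were set against other ways of assigning the fractions. Of the 8 assignments that kept 1 library of each fraction in every pool, 1 gave as many called genes, the real one. The next highest gave 11. The other 10 balanced assignments, which put both libraries of some pool on the same side, gave at most 0. For the sexes, 1 of the 8 assignments that parted all 4 same-numbered pairs gave as many as 194 genes, the real one. The others of the 8 gave at most 0, and the remaining 10 at most 1. With 8 assignments the share cannot fall below 0.125, so these counts alone cannot exclude chance. For the sexes the libraries were assigned separately within each fraction, so most assignments put the fractions of some pool on opposite sides. With whole pools as the unit there are fewer assignments, so for the sexes this limit is weaker still. For the marker lists 1 of the 8 assignments, the real one, gave as many as 8 lists, but another of the 8 gave 7, and 1 of the remaining 10 also gave 8.

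Bias by GC content or transcript length would remove calls once corrected. In the fit with the pool block, 131 of 136 genes (96.3%) were still called with the offset, which was chosen after seeing the data. The large and variable share of Gm42418 was tested in the same way. With that share as a covariate, 136 of 141 genes (96.5%) were still called, and 50 covariates taken from random genes left a median of 101.5. Neither explanation accounts for most of the calls.

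RNA from non-muscle cells was weighed as a source of the genes lower in Myf5High. The mean log2 CPM of 49 uncalled marker genes of endothelial, fibro-adipogenic, immune, glial and mural cells lay between 3.15 and 3.70 in the Myf5High libraries and between 3.81 and 4.57 in the Myf5Low libraries. With this mean as a covariate 12 of 51 lower genes (23.5%) were still called. Covariates made from random genes left a median of 34, and 10 of 50 of them left 12 or fewer. Some random covariates thus removed as many calls, and for the 51 lower genes as a set a contribution of such cells could not be separated from the fraction itself. Of the 51 lower genes, 3 are themselves on the non-muscle lists, and 1 gene on those lists was called higher.

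Myog was called lower in Myf5High together with Adora1 (log2 fold change -4.37, edgeR adjusted p 0.000144) and Ppfia4 (-1.95, edgeR adjusted p 0.0123), which flank it on chromosome 1 at distances of 54.6 and 4.24 kb without overlapping it. With the pool block their log2 fold changes were -4.36 and -2.11 (edgeR adjusted p 0.000263 and 0.00729). The hypothesis was that called genes tend to have a called neighbour within 100 kb that changed the same way. There were 7 such pairs, against a mean of 1.68 in 10000 random gene sets matched on expression (permutation p 0.0027), but 3 of the 7 are the locus that prompted the test. With that locus left out there were 4 pairs against a mean of 1.63 (permutation p 0.0847). Shared reads or shared regulation may therefore be a matter of the Myog locus, and the data give no clear sign of it elsewhere.

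Cdkn1c and H19 are both imprinted and were both called, in opposite directions (H19 log2 fold change 1.26, edgeR adjusted p 0.000603, and 0.00211 with the pool block, higher in 4 of 4 pools). A change of imprinted genes as a class was tested on 37 other imprinted genes. Of these 1, Calcr, was called, against a mean of 0.597 in random sets matched on expression (permutation p 0.457), so a class effect was not detected.

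Xist was lower in female Myf5High than in female Myf5Low in both pools, at 1328 ± 102 CPM against 2053 ± 215 CPM (SD, n = 2 each), a fall of 35.3%. The log2 fold change was -0.63 (SE 0.281), which did not pass the threshold over all genes (edgeR adjusted p 0.62, unadjusted 0.0378). With the pool block the unadjusted p was 0.0509 (adjusted 0.783). In males, at 4 to 23 counts per library, Xist was instead higher in Myf5High in both pools (log2 fold change 1.87, edgeR adjusted p 0.209). The interaction had an unadjusted p of 0.000385 and did not pass over all genes (edgeR adjusted p 0.903). Male RNA in the female Myf5High libraries could lower Xist by dilution, but the 4 Y-linked genes summed there to only 0.36% of the male level. A shift of X-linked expression as a whole was tested on 383 other X-linked genes, whose median female log2 fold change lay at percentile 32.99 of random autosomal sets. Neither explanation accounts for the fall, which remains a hypothesis that these libraries did not establish.

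The structural muscle genes Actc1, Myh3, Ttn and Tnnt2 were uneven among the male libraries in a way the labels do not follow. Myh3 had 175 CPM in male Myf5High replicate 1, 1.32 in male Myf5High replicate 2, 0.448 in male Myf5Low replicate 1 and 100 in male Myf5Low replicate 2. Actc1 had 299.7, 2.30, 9.86 and 112 CPM in the same order, Tnnt2 41.8, 1.32, 2.02 and 40.9 CPM, and Ttn 627, 78.2, 72.8 and 433 CPM. A mislabelled male library might give this pattern. Swapped fraction labels would carry Myog with them, but Myog was at most 0.658 CPM in the male libraries labelled Myf5High and at least 93.7 CPM in those labelled Myf5Low. A swapped replicate number within a fraction would leave Myog in place, so the pattern cannot be told apart from that kind of mislabelling. No other explanation was tested.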
